A study of Homo sapiens with 8 samples. Its data were reported in "Diabetes-associated breast cancer is molecularly distinct and shows a DNA damage repair deficiency" (2023).

How the data were processed

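RNA sequencing was done on MDA-MB-157 cells, an established breast cancer line without estrogen receptor, grown with 5 mM or 25 mM glucose for 48 hours, with 4 replicates in each group and 8 libraries in all. Per the labels, the groups are low glucose and high glucose, and the replicate numbers come from the sample titles. The libraries were prepared by standard Illumina protocols, and the labels name no culture, library or sequencing batch, and whether the replicates were separate flasks or repeated experiments is not stated.

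The authors deposited 1 table of counts per 1000000 reads (CPM), scaled by the authors with trimmed mean of M values (TMM) factors from edgeR. Their methods describe, first for tumors and in a section that also covers cultured cells, stranded libraries, trimming, alignment to the hg19 build with TopHat and a filter of 0.5 CPM in at least 2 samples before scaling. Several properties of the table differ from that description. Its gene identifiers carry version numbers and separate Y copies of pseudoautosomal genes, which a GENCODE annotation has. Of the 21059 genes, 3521 were under 0.5 CPM in every library, and 695 reached 0.5 CPM in 1 library, so the filter may have spanned further samples. The low values of each library lay on steps of 0.0706 to 0.0889 CPM, the size of 1 read, but only 72.0% to 73.3% of the values below 200 reads were whole steps and 100% were multiples of 0.01 step. The counts under the table are therefore fractional estimates, whole reads were not recovered, and the counting tool, its use of the strand, the annotation release and the genome build of the table are not established.

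Of the 21077 lines of the table, 18 were pseudoautosomal Y copies with values identical to the X copies in all 18 cases, and these were left out. All of the remaining 21059 genes were tested, including 856 at 0 in every library. For 17 symbols carried by 2 identifiers, the identifier with the higher mean was used in gene lists. Reads in the table were estimated as the sum of each library divided by its step, which gave 9721650 to 12482500 per library. The value of 3 reads, 0.212 to 0.267 CPM, was taken as the floor. These depths and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

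Values were analysed as log2(CPM + 1). Genes were compared between high and low glucose with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend, 2-sided, no covariate), and p-values were adjusted by the Benjamini-Hochberg method over all 21059 genes, with thresholds of 0.05 and of 0.3. Separation of the groups over all genes was measured as a pseudo-F on Euclidean distances and tested against the 35 splits of the 8 libraries into 4 and 4, which gives a smallest possible p of 0.0286. Principal components were computed on the same values.

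Gene lists numbered 26 and held 1470 members, of which 1436 were in the table. The proliferation list is the list of the study, and 4 lists come from gene lists that the study derived from other samples: genes changed alike in patient tumors and xenografts (higher, lower) and genes changed alike in 2 other cell lines and their xenografts (higher, lower). The remaining lists were compiled from general knowledge of each pathway. Each list was tested with camera (limma, correlation between genes preset at 0.01, 2-sided), and p-values were adjusted over the 26 lists. Scores were computed for 10 lists as the mean over genes of the z score across libraries, and group means were compared with an exact 2-sided permutation test over 70 assignments, whose smallest p is 0.0286. With 10 scores, the adjusted p would be that small only if all 10 reached it.

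The lists, the tests, the thresholds and a set of 8 genes were fixed before the data were examined, after reading the study. The other named genes follow a rule fixed at the same time: the 6 genes with the largest rise and the 6 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the groups, and in each list at most the 3 members with the smallest adjusted p. Of the genes this rule selects, 2 are not reported here. A gene named outside this rule is said to have been chosen after its values were seen.

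Positions, transcript lengths, GC content and shared sequence came from GENCODE release 44 mapped to GRCh37, using the canonical transcript of each gene, and 20839 gene identifiers had a match without the version number. Shared sequence is the percent of the sampled 31-base words of a transcript that also occur in another gene. Since the build of the table is not established, positions describe the annotation and not the alignment.

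The steps were tested on simulated data with the depth and spread of these libraries. Of 200 genes changed 2-fold, 192 were recovered, all 192 in the right direction, and 19 of 20859 unchanged genes were called. With no change simulated, 2 of 21059 genes were called. Camera found a list of 30 genes shifted by 0.4 on the log2 scale, and 0 of 25 unshifted lists were called. With independent genes this says little about false calls of camera here. In the 18 real splits without a glucose difference, camera passed a median of 4 lists.

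Each result was recomputed with pseudocounts of 0.1 and 0.5, with genes of a mean of at least 1 or 5 CPM, with median-of-ratios scaling, scaling to an equal total or quantile normalization, with the replicate number as a block, with each of the 8 libraries left out in turn, with unmoderated variances, with moderation without a trend, with camera on an estimated correlation, and with fry. After the data were seen, 3 further alternatives were added: removal from each library of its trend with transcript length or with GC content (spline with 4 degrees of freedom, genes of at least 1 CPM), and limma with voom weights on the estimated reads. Several tests of the closing part were also changed after first values were seen. The depth test, first on spread against counting noise, was replaced by the length trend in abundant genes. The length and GC tests of high glucose replicate 1, first on selected results, were replaced by counts over all results, and their chance number, first that of all 4 libraries, was corrected to that of a single library. The wording of what each outcome would mean was corrected for the ribosomal protein score of that library, where the outcomes had been exchanged. A test of ATF4 targets and chaperones was dropped because their members changed in both directions. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.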

Results

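Transcript abundance was measured by RNA sequencing in MDA-MB-157 cells, an established breast cancer line that lacks the estrogen receptor. Cells were kept for 48 hours without serum in medium with 5 mM glucose (low glucose, 4 libraries) or 25 mM glucose (high glucose, 4 libraries). The comparison asks which transcripts and pathways change in these cells when glucose is raised to a level that models diabetes. Values are TMM-scaled counts per 1000000 reads (CPM), and positions are from GENCODE release 44 on GRCh37. No library with an added osmotic control is among the 8.

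The table held an estimated 10389600 to 12104200 reads per library at low glucose and 9721650 to 12482500 at high glucose, and 3 reads corresponded to 0.212 to 0.267 CPM. Between 14111 and 14477 genes reached 1 CPM in a library. The 10 most abundant genes took 8.74% to 8.85% of the summed values at low glucose and 5.57% to 5.88% at high glucose. The sums of the columns ranged from 855279 to 882494 CPM. Per gene, the mean squared difference between low glucose replicates was 1.31 to 1.79 times that of counting noise, and between high glucose replicates 1.79 to 12.6 times. The 3 pairs with high glucose replicate 1 had the highest values, 7.59, 9.01 and 12.6.

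The 8 libraries fell into 2 groups by glucose. The pseudo-F of the group over all 21059 genes was 14.8, the largest of 35 splits (exact permutation p = 0.0286, the smallest that this design allows), and the next largest among the other splits was 1.80. The alternatives gave a pseudo-F of 5.39 with a pseudocount of 0.1 up to 31.6 with the minimum of 5 CPM, which moved it most, and it remained the largest of its splits in each. Component 1 held 71.3% of the variance and component 2 held 8.19%. Pearson correlations across genes, which are not independent replicates, were 0.996 within low glucose, 0.992 to 0.996 within high glucose and 0.978 to 0.980 between the groups.

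**Figure D1:**
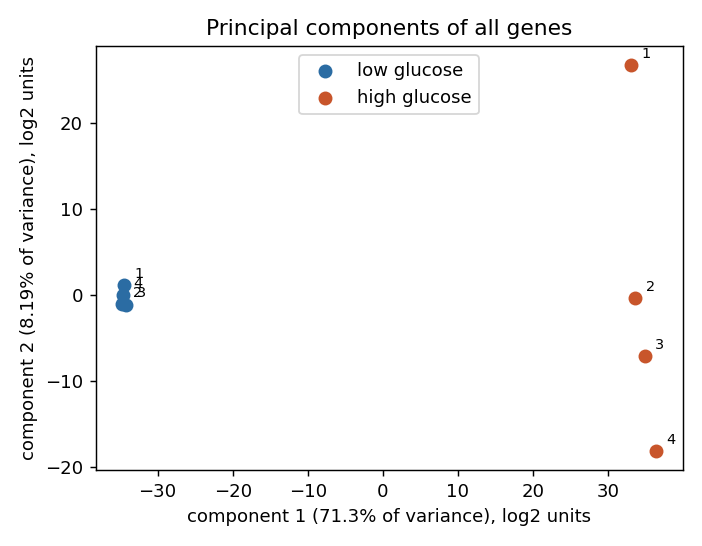
Libraries are plotted by the first and second principal components of log2(CPM + 1) over 21059 genes, with replicate numbers beside the points. Component 1 (71.3% of the variance) parts low from high glucose, and component 2 (8.19%) spreads the high glucose libraries from 26.7 for replicate 1 to -18.1 for replicate 4.

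At an adjusted p under 0.05 (limma), 9849 of 21059 genes differed between high and low glucose, 46.8% of the genes tested. Of these, 4636 were higher and 5213 lower at high glucose, and their median absolute log2 change was 0.52. With only genes of at least 5 CPM tested, the alternative that moved the count most, 8120 of 11297 genes passed. Among the 9849 genes, 1003 changed by at least 1 on the log2 scale, 488 higher and 515 lower. At the looser threshold of 0.3, 14063 genes passed, 6455 higher and 7608 lower. In 7342 of the 11297 genes of at least 5 CPM, or 65.0%, the 4 high glucose libraries lay on 1 side of the 4 low glucose libraries, where chance gives 2.86%. The median log2 change over genes of at least 1 CPM was -0.04.

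Among 8 genes chosen beforehand, 5 passed an adjusted p of 0.05, and 5 passed when adjusted over the list alone. BRCA1 (ENSG00000012048.22, chromosome 17, 41196312 to 41322262) was at 17.6 ± 1.64 CPM (SD, n = 4) at low and 20.3 ± 3.07 CPM at high glucose, a log2 change of 0.19 (adjusted p = 0.251). BRCA2 (ENSG00000139618.14, chromosome 13, 32889223 to 32974405) was at 8.93 ± 1.28 and 10.8 ± 2.09 CPM, a log2 change of 0.24 (adjusted p = 0.268). Neither difference held up against the spread between replicates, but without high glucose replicate 1 both passed, with log2 changes of 0.30 and 0.37. TXNIP (ENSG00000265972.5, chromosome 1, 145438490 to 145442635), a transcript known to respond to glucose, was at 13.6 ± 1.16 and 11.96 ± 1.90 CPM, a log2 change of -0.18 (adjusted p = 0.275) and of -0.07 without high glucose replicate 3.

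ARRDC4 (ENSG00000140450.9, chromosome 15, 98503933 to 98517063), which responds to the same glucose sensor, rose from 2.24 ± 0.488 to 5.97 ± 0.518 CPM, a log2 change of 1.12 (adjusted p = 2.6e-04). ZEB1 (ENSG00000148516.21, chromosome 10, 31607424 to 31818742) rose from 27.04 ± 0.896 to 37.4 ± 4.81 CPM, a log2 change of 0.44 (adjusted p = 0.00541). VIM (ENSG00000026025.16, chromosome 10, 17270240 to 17279592) was lower at high glucose, at 4091 ± 28.5 against 2967 ± 210 CPM, a log2 change of -0.47 (adjusted p = 0.00224). TWIST1 (ENSG00000122691.13, chromosome 7, 19060614 to 19157259) was lower too, at 66.1 ± 2.62 against 51.1 ± 4.76 CPM, a log2 change of -0.37 (adjusted p = 0.00320). MKI67 (ENSG00000148773.14, chromosome 10, 129894923 to 129924687) rose from 129 ± 3.31 to 218 ± 53.9 CPM, a log2 change of 0.71 (adjusted p = 0.0167), and high glucose replicate 1 was the lowest of its group at 141 CPM. The transcript of MKI67 has 12716 bases, and long transcripts were low in that library. Without it the log2 change of MKI67 was 0.91. ZEB1, VIM, TWIST1 and BRCA1 each share exon positions with a transcript on the other strand, and the counting is not stated to use the strand, so part of their reads is of uncertain origin.

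**Figure D2:**
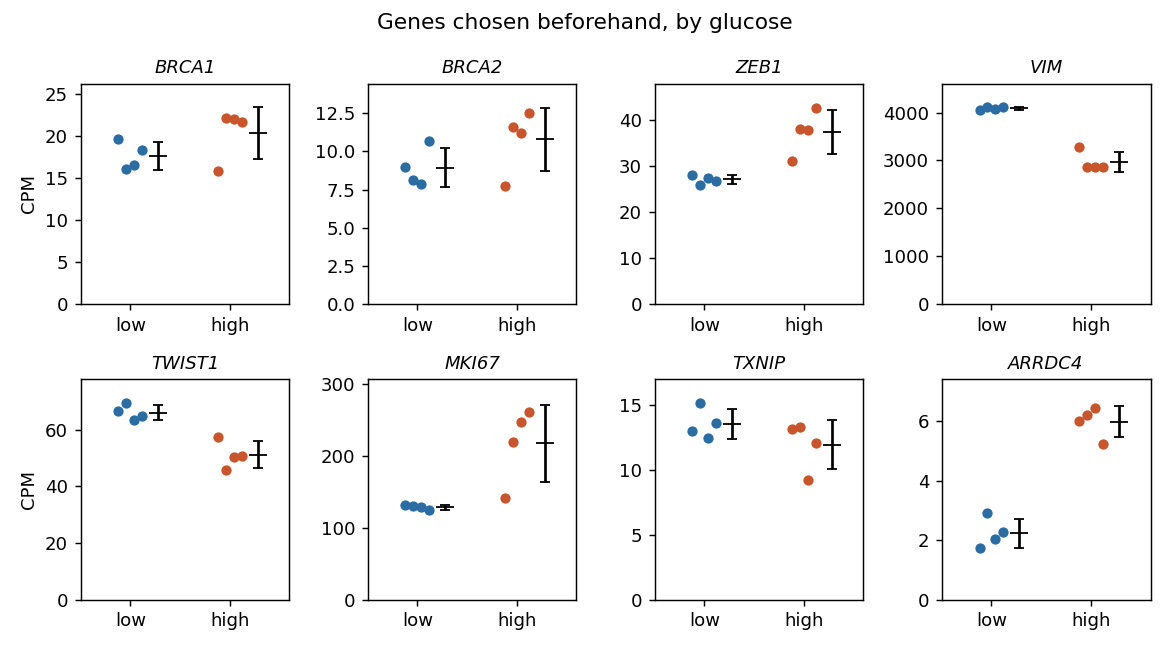
Points are CPM in single libraries for the 8 genes chosen beforehand, with group means and SD (n = 4) to the right of the points and axes from 0. MKI67 was at 129 ± 3.31 CPM at low and 218 ± 53.9 CPM at high glucose, and VIM at 4091 ± 28.5 and 2967 ± 210 CPM.

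The largest rise among genes of at least 5 CPM without overlap between groups was in SNAPC1 (ENSG00000023608.5, chromosome 14, 62229138 to 62263146), from 20.8 ± 1.06 to 206 ± 10.9 CPM, a log2 change of 3.25 (adjusted p = 2.2e-07). SNAPC1 shares 27.3% of its transcript with a noncoding gene on the same strand, so its reads cannot all be assigned to it. LYPD1 (ENSG00000150551.10, chromosome 2) rose from 3.93 ± 0.659 to 31.5 ± 2.26 CPM, a log2 change of 2.73, and overlaps exons of GPR39 on the other strand. TNFRSF10D (ENSG00000173530.6, chromosome 8) rose from 7.46 ± 1.004 to 53.9 ± 2.06 CPM, a log2 change of 2.71. FGF2 (ENSG00000138685.15, chromosome 4) rose from 40.4 ± 2.10 to 253.6 ± 14.1 CPM, a log2 change of 2.62, and overlaps NUDT6 on the other strand. PNP had a log2 change of 2.58.

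The largest falls were in BAALC (ENSG00000164929.17, chromosome 8, 104152941 to 104242533), at 128 ± 7.93 CPM at low and 29.6 ± 2.48 CPM at high glucose, a log2 change of -2.08 (adjusted p = 1.8e-06), and in SELENOP (ENSG00000250722.6, chromosome 5), at 12.2 ± 0.663 and 2.24 ± 0.740 CPM, a log2 change of -2.05 (adjusted p = 6.1e-05). CPAMD8, MMP11, DAND5 and MXRA8 followed, with log2 changes of -2.02, -1.98, -1.95 and -1.93. BAALC, SELENOP and CPAMD8 overlap exons on the other strand, and CPAMD8 shares 19.9% of its transcript with another gene.

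Of the 26 gene lists, 12 passed camera at an adjusted p under 0.05 (26 tests), 7 higher and 5 lower at high glucose. With the correlation between genes estimated from the data, the alternative that moved this count most, 0 passed, with a smallest adjusted p of 0.0575, and 7 lists were under 0.05 unadjusted. Under fry 18 passed, all 12 among them. In 2 of the 35 splits of the libraries, the real one included, 12 lists passed camera. In the 18 splits that put 2 libraries of each glucose group on either side, at most 5 lists passed.

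Lower at high glucose were the lists of cholesterol biosynthesis (24 genes, mean log2 change -0.56, 23 lower, adjusted p = 3.6e-09), ribosomal proteins (78 genes, -0.36, 74 lower, adjusted p = 4.5e-08), interferon-stimulated genes (43 genes, -0.50, 40 lower, adjusted p = 1.7e-07), drivers of epithelial-mesenchymal transition (EMT; 28 genes, -0.38, 21 lower, adjusted p = 0.00151) and ATF4 targets (27 genes, -0.35, 20 lower, adjusted p = 0.00261). Single genes under 0.05 in either direction numbered 21, 50, 32, 25 and 23 over all genes tested. Of these, 21, 50, 31, 19 and 17 were lower. Adjusted over the list alone, the numbers in either direction were 21, 54, 32, 25 and 24. STAT2 fell from 166 to 81.5 CPM and PRRX1 from 110 to 49.5 CPM. The EMT list also holds COL1A2 and COL5A2, at log2 changes of -1.73 and -0.75. These are collagen genes, so not all members of that list are drivers, and it was not tested without them. The ribosomal protein genes RPL12, RPL5 and RPL10A share 82.4%, 65.1% and 69.2% of their transcripts with other genes, so their reads are partly of uncertain origin.

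Higher were the lists of immediate early genes (27 genes, mean log2 change 0.58, 22 higher, adjusted p = 3.7e-06), proliferation (11 genes, 0.55, 11 higher, adjusted p = 3.6e-05), NF-kappaB targets (30 genes, 0.39, 24 higher, adjusted p = 5.1e-04), hypoxia (22 genes, 0.44, 15 higher, adjusted p = 0.00151) and DNA replication (28 genes, 0.29, 18 higher, adjusted p = 0.00201). Single genes under 0.05 in either direction numbered 21, 10, 12, 15 and 20 over all genes, and 21, 10, 11, 15 and 21 when adjusted over the list alone. FOSL1 rose from 9.31 to 35.2 CPM, UBE2C from 44.3 to 74.6 CPM, ICAM1 from 90.3 to 145 CPM, ADM from 22.8 to 80.9 CPM and MCM4 from 136 to 213.5 CPM.

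A list taken from the study holds genes lower under high glucose in other cell lines and under diabetes in their xenografts. It was on average higher here (214 genes, mean log2 change 0.15, 72 of them lower, adjusted p = 4.4e-04). So was a list of genes lower in patient tumors and xenografts (420 genes, 0.08, 242 higher, adjusted p = 0.0152), but it did not pass with the minimum of 5 CPM (adjusted p = 0.105), with quantile normalization (0.344) or with the length (0.0862) or GC (0.140) trend removed. High glucose replicate 1 did not share the rise of the first list, with a mean z score of -0.656 against -0.328 to -0.223 at low glucose and 0.383 to 0.740 in the other 3. Without it these means were 0.21 and 0.10. The counterpart lists of higher genes did not pass, with mean log2 changes of -0.06 for the other lines (94 genes, adjusted p = 0.569) and 0.07 for patient tumors (41 genes, adjusted p = 0.709). Without high glucose replicate 1 they were at -0.13 and 0.05.

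The lists of DNA repair did not pass. Mean log2 changes were -0.09 for base excision repair (33 genes, adjusted p = 0.624), 0.0099 for mismatch repair (22 genes, adjusted p = 0.624), -0.03 for homologous recombination (32 genes, adjusted p = 0.987), -0.11 for non-homologous end joining (14 genes, adjusted p = 0.841) and 0.02 for nucleotide excision repair (43 genes, adjusted p = 0.624). Single members went both ways: of the repair genes, POLL fell by 1.08 and APEX1 fell by 0.69 on the log2 scale, while PCNA rose by 0.78, LIG4 by 0.71 and GTF2H1 by 1.12. Base excision, mismatch and nucleotide excision repair passed under fry. Without high glucose replicate 1 the mean of mismatch repair was -0.0011 and that of nucleotide excision repair was 0.0014.

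Myogenesis (47 genes, mean log2 change 0.01, adjusted p = 0.883) and hedgehog signaling (20 genes, -0.16, adjusted p = 0.624) did not pass, and hedgehog signaling passed under fry. Of the 75 members listed for myogenesis, 47 were in the table. The study reported higher myogenesis at high glucose for its cell lines, with another gene set. Glycolysis (21 genes, 0.15, adjusted p = 0.0506) and oxidative phosphorylation (39 genes, -0.16, adjusted p = 0.0518) lay just outside the threshold. Oxidative phosphorylation passed without high glucose replicate 1, with a mean of -0.24, and without low glucose replicate 4, with a mean of -0.17. It also passed with the pseudocount of 0.1 (adjusted p = 0.0497), quantile normalization (0.00165), the replicate block (0.0480) and voom weights (0.0458), but with the length trend removed its mean was -0.08 (0.378). Glycolysis passed with the pseudocount of 0.1 (0.0497), median-of-ratios scaling (0.0267), an equal total (0.0341), voom weights (0.0419) and the length (0.0314) or GC (0.0151) trend removed. It also passed in 5 of the 8 fits that left out 1 library, with means up to 0.17, and passed under fry. Without high glucose replicate 1, however, the glycolysis mean was 0.13 and the list did not pass (camera adjusted p = 0.121). Nor did it pass camera with an estimated correlation (0.795). Antioxidant and NRF2 targets (30 genes, -0.15, adjusted p = 0.366, past the threshold under fry), p53 targets (26 genes, 0.03, adjusted p = 0.891) and endoplasmic reticulum chaperones (22 genes, 0.00041, adjusted p = 0.987) did not pass. Without high glucose replicate 1 the means of p53 targets and chaperones were 0.02 and -0.03.

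Scores per library, each the mean z score of a list, were compared for 10 lists. The score of proliferation was -0.854 ± 0.104 (SD, n = 4) at low and 0.854 ± 0.215 at high glucose, that of NF-kappaB targets -0.491 ± 0.188 and 0.491 ± 0.172, and that of EMT drivers 0.450 ± 0.132 and -0.450 ± 0.0671. These 3 reached the smallest p the exact permutation test allows, 0.0286, with all 4 high glucose libraries on 1 side of all 4 low glucose libraries, and none passed adjustment over 10 scores (adjusted p = 0.0952). The score of EMT drivers was lower at high glucose although ZEB1, a member, was higher. Exact p-values were 0.0571 for hedgehog signaling (difference -0.284) and myogenesis (-0.179), 0.114 for base excision repair (-0.267) and mismatch repair (0.182), 0.143 for non-homologous end joining (-0.249), 0.600 for nucleotide excision repair (0.0515) and 1 for homologous recombination (-0.00921). The alternative that moved a score most was removal of the GC trend, under which the difference of NF-kappaB targets was 1.42, and with the minimum of 5 CPM that of myogenesis was -0.611.

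Leaving out 1 library brought 4 further scores to the smallest exact permutation p: base excision repair without high glucose replicate 1 (-0.334), hedgehog signaling without low glucose replicate 1 (-0.333), and mismatch repair (0.242) and myogenesis (-0.211) without low glucose replicate 2. Without high glucose replicate 1 the difference was -0.146 for non-homologous end joining, 0.0232 for nucleotide excision repair and 0.0155 for homologous recombination.

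**Figure D3:**
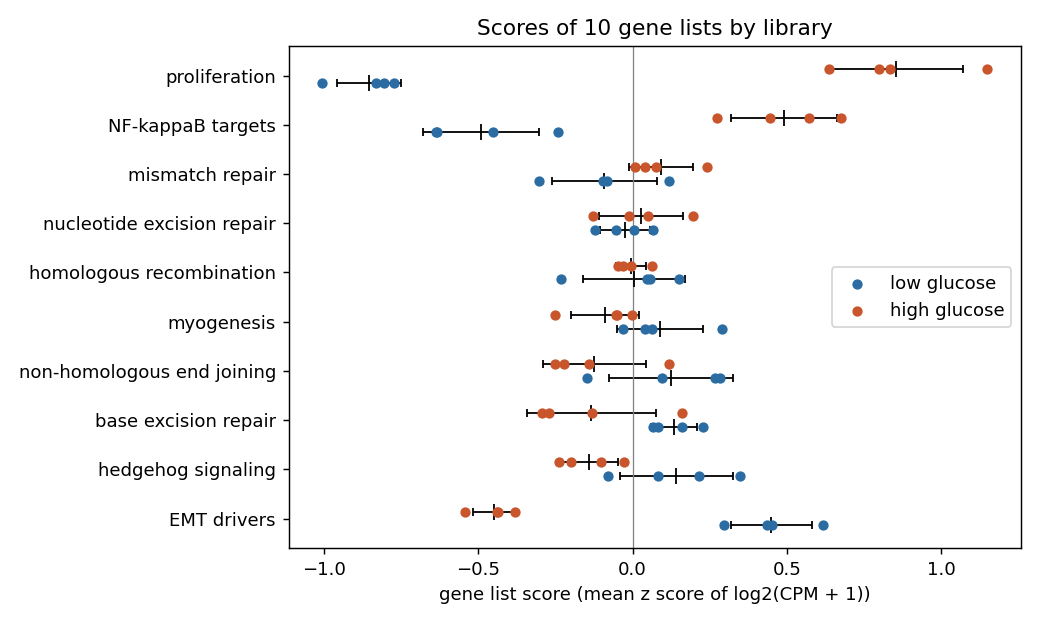
Points are scores of single libraries for 10 gene lists, with group means and SD (n = 4) as bars. Proliferation (-0.854 against 0.854), NF-kappaB targets (-0.491 against 0.491) and EMT drivers (0.450 against -0.450) parted the groups, and the scores of the other 7 lists overlapped.

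The high glucose libraries differed among themselves along transcript length. Each library was set against the mean of the other 3 of its group over 11255 genes of at least 5 CPM, and the difference was ranked against transcript length and GC content. Spearman correlations across genes, 16 in all, with genes not independent replicates, were -0.65 with length for high glucose replicate 1 and 0.25, 0.34 and 0.46 for replicates 2, 3 and 4. At low glucose they ranged from -0.13 to 0.06. With GC content they were 0.34, 0.13, -0.01 and -0.49 at high glucose and -0.16 to 0.17 at low glucose. A spline on length took up 40.7% of the variance of the difference in high glucose replicate 1 and 19.1% in replicate 4, against 0.117% to 1.33% at low glucose. With the length trend of each library removed, 9920 of 14285 genes passed an adjusted p of 0.05, and 8646 of these were among the 9849 genes above.

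**Figure D4:**
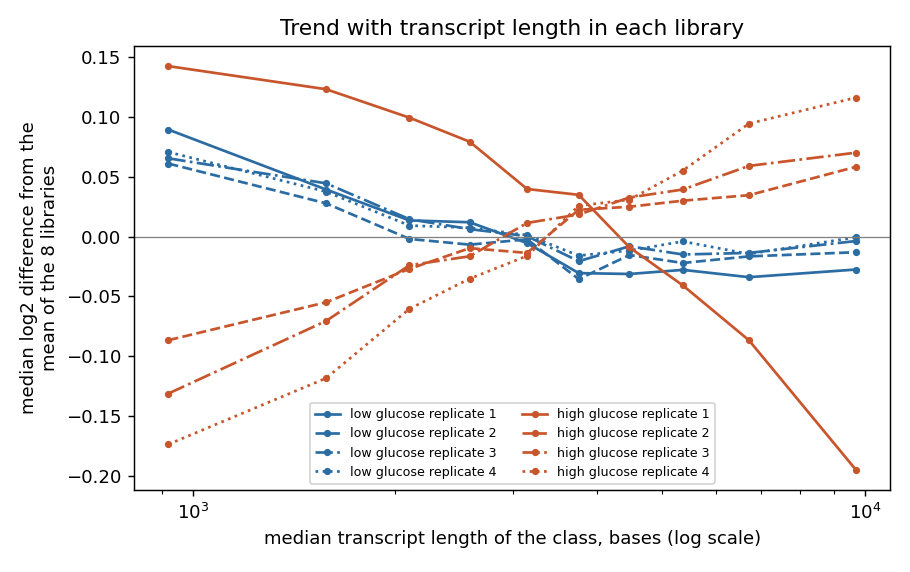
Lines are libraries, points are the medians of genes in 10 classes of transcript length (log axis), and the vertical axis is the median log2 difference from the mean of the 8 libraries. High glucose replicate 1 went from 0.14 for the shortest class to -0.20 for the longest, and replicate 4 from -0.17 to 0.12.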

Values the study reported

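The study cultured its lines with 5 mM glucose as the control and 25 mM glucose as the model of hyperglycemia. In patient tumors it reported 2012 genes that differed by diabetes status at a false discovery rate under 0.05, and 673 with covariates in the model. It analysed 461 genes altered alike in patient tumors and xenografts for pathways. These counts come from tumors and xenografts, and none was given in the text for the line reported here. For cell lines including this one, the study reported higher Hallmark gene sets of myogenesis, EMT, TNF-alpha signaling by NF-kappaB and inflammatory response at high glucose. It found the EMT signature clearest in lines with the estrogen receptor. It also described lower DNA repair pathways in cell lines. The pathway lists used here were compiled apart from those sets, so differing results may reflect lists or tests.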

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

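Apart from the gap measure itself, the tests in this part were chosen only after the results were seen. For each reported gene, each list score and the depth, the gap between the most extreme library of a group and its nearest neighbor was divided by the range of the group. A library was taken as apart when the ratio passed the critical value of Dixon's test for 4 values at 0.05, which chance gives in about 12.1 of the 242 groups of 4 examined. There were 20 such ratios, 13 at high glucose and 7 at low glucose, where chance gives about 6.05 each. High glucose replicate 1 was the library apart in 12 of the 13 at high glucose. Genes and lists share members and trends, so these are not independent.

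High glucose replicate 1 was the lowest of its group for BRCA1, at 15.7 CPM against 21.6 to 22.1 CPM in the other 3 (ratio 0.924), for POLL at 5.51 against 6.43 to 6.58 CPM (0.866) and for SWAP70 at 99.0 against 108 to 109 CPM (0.901). It was the highest for VIM at 3282 against 2856 to 2869 CPM (0.969), PCNA at 179 against 141.9 to 144.4 CPM (0.933), RPL5 at 624 against 525 to 530 CPM (0.948), RPL10A at 149.4 against 118 to 119.6 CPM (0.953), YBX3 at 132 against 115 to 117 CPM (0.895), POLE3 at 100.4 against 88.7 to 90.5 CPM (0.849) and CCNE2 at 21.6 against 20.4 to 20.5 CPM (0.874). Its scores for cholesterol biosynthesis, -0.448 against -0.924 to -0.882 (0.912), and interferon-stimulated genes, -0.441 against -0.751 to -0.726 (0.921), were also the highest of the group.

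Sequencing depth is argued against as the reason for the position of high glucose replicate 1, although it had the most reads in the table. Its difference from the other high glucose libraries had a rank correlation of -0.79 with transcript length over 1958 genes of at least 100 CPM, where counting noise is small. Exchanged labels, or a large share of RNA from low glucose cultures, are argued against as well. In 74 genes at least 3-fold higher at high glucose, replicate 1 moved by -3.54% of the group difference toward low glucose, so away from it, where the other 3 libraries moved by 2.04% to 8.01%. In 51 genes at least 3-fold lower it moved by 3.34%, and the other 3 by 2.30% to 2.95%. A share of a few percent, hidden by the length trend, is not excluded.

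GC content as the whole reason is argued against too. Over all results examined, high glucose replicate 1 was apart in 11 with the GC trend of each library removed, 6 of them among the 12 above, where chance gives about 1.5 for a single library (binomial p = 3.9e-07, with the results taken as independent). A bias by transcript length stays open and may account for part of the pattern. The rank correlation with length over 11255 genes of at least 5 CPM was -0.65, and with the length trend removed this library was apart in 3 results, where chance gives 1.5, with 0 of them among the 12 above, and any library in 9, where chance gives 6. From so few results, length as the whole reason for these results cannot be told apart from length as a part of it (binomial p = 0.190). Length took up 40.7% of the variance of its difference, so the rest has other sources. The data do not show whether the trend arose from RNA quality, library preparation or the cells, and no biological explanation within the group was tested, since the labels name nothing that sets replicate 1 apart.

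Single genes in high glucose replicate 1 that were more than 1 log2 unit from the mean of the other 3 high glucose libraries numbered 18 among genes of at least 5 CPM. Of these, 12 shared at least 50% of their transcript with another gene, or 66.7% against 6.24% of all 11255 genes (Fisher's exact test across genes, 4.2e-11). Reads divided among near-identical copies may therefore account for some of these genes. Only 6 of the 18 were that far from each of the other 3 libraries, 3 of them sharing at least 50% and 2 under 10%. For others, such as SMIM11B at 19.84 CPM against 19.17, 1.05 and 21.33 CPM, a low value of another library made the difference. Sums were formed for 3 pairs of copies, chosen after their values were seen. MAGED4 was at 37.2 CPM in this library and 10.4 to 15.95 CPM in the other 3, and its sum with MAGED4B at 68.8 against 62.2 to 66.9 CPM. The sum of NXF2 and NXF2B was 15.4 against 16.6 to 17.9 CPM and that of CTAG1A and CTAG1B 27.4 against 15.97 to 21.1 CPM. Another high glucose library was near or above replicate 1 for NXF2 (8.26 against 8.84 CPM) and CTAG1A (16.12 against 12.25 CPM), so these 2 sums decide little. For 5 of the 18, which share under 10% of their transcript with any gene in the annotation, shared reads are argued against.

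The remaining ratios were near the number chance gives. At high glucose, replicate 3 was the lowest for RBBP8, at 53.3 against 56.0 to 56.3 CPM (0.899). At low glucose, replicate 3 was the highest for LYPD1 at 4.91 against 3.52 to 3.68 CPM (0.883) and for RRM2 at 104 against 97.02 to 98.1 CPM (0.859). Replicate 2 was the lowest for DAND5 at 12.8 against 15.03 to 15.2 CPM (0.944). Replicate 1 was the highest for PSAT1 at 158 against 147 to 148 CPM (0.891) and for RPL10A at 219.3 against 207 to 209 CPM (0.835). Replicate 4 had the lowest score of antioxidant and NRF2 targets, 0.0828 against 0.164 to 0.172 (0.919), and the most reads, 12104200 against 10389600 to 10623000 (0.864). The ratios of DAND5 and LYPD1 stayed past the critical value with the length trend removed (0.967 and 0.874) and with the GC trend removed (0.889 and 0.914), and that of PSAT1 with length removed only (0.843). Those of the other genes and of the score fell below it in both cases, which decides little for ratios picked for their size. No other explanation was tested for these.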

How the results depend on the processing

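Of the alternatives, 3 were chosen after seeing the data (trends with transcript length and with GC content removed, voom weights), and tests with edgeR and DESeq2, 2 alternatives chosen beforehand, were not run because whole reads were not recovered. The count of 9849 genes stayed between 8120 and 10156 in all alternatives and from 8899 to 10156 in the 8 fits that each left out 1 library. No scaling moved the median log2 change by as much as 0.1. With the replicate number as a block (replicate block), 8921 genes passed, 8560 of them among the 9849. Residuals of libraries with the same number correlated at only -0.04 to 0.07, so no pairing by number was seen. Differences between low glucose replicates were only 1.31 to 1.79 times counting noise, so these correlations cannot exclude a pairing.

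Of 94 named genes, 92 kept their direction and side of the threshold in every alternative that tested them, and none reversed. ARRDC4 was not tested with the 5 CPM minimum. BRCA1 (0.30) and BRCA2 (0.37) passed without high glucose replicate 1, and BRCA2 (0.26) also with the length trend removed. Genes changed by at least 1 numbered 2209 with a pseudocount of 0.1 and 2473 with voom weights, both of which shrink low values less, and 979 to 1046 with 1 library left out.

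With the correlation estimated per list, 0 lists passed, among them EMT drivers (-0.38), NF-kappaB targets (0.39) and proliferation (0.55), with adjusted p of 0.147 each, and 7 were under 0.05 unadjusted. Over all alternatives their adjusted p ranged from 1.1e-06, 2.2e-05 and 1.0e-05 to that value. That test allows for the larger shared variation of members. Fry, which tests for a shared direction of the members without a comparison with other genes, added 6 lists, among them base excision repair (-0.086), hedgehog signaling (-0.16), mismatch repair (0.0099) and nucleotide excision repair (0.019).

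Lists with means near 0 reversed. Homologous recombination was at 0.0052 with median-of-ratios scaling and 0.0098 with quantile normalization. Myogenesis was at -0.14 with the 5 CPM minimum. Endoplasmic reticulum chaperones were at -0.00050 and -6.2e-05 with pseudocounts of 0.1 and 0.5, -0.025 with quantile normalization and -0.028 to 0.013 with 1 library left out. Mismatch repair went from -0.0011 to 0.020 with 1 library left out. The list higher in other lines was at 0.029 with the length trend removed and 0.012 with the GC trend removed. The cause was not tested.

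Some scores had an exact permutation p under 0.05 only under an alternative, and these p-values were not adjusted over the scores. They were base excision repair (-0.164) with the length trend removed, mismatch repair (0.297 with median of ratios) and non-homologous end joining (-0.391 with GC removed). Hedgehog signaling was another (-0.480 with the 1 CPM minimum, -0.484 with length removed). So was myogenesis (-0.293 with 1 CPM, -0.611 with 5 CPM, -0.263 with length and -0.203 with GC removed). Homologous recombination reversed with 5 CPM (0.0893), median of ratios (0.131), an equal total (0.0783), quantile normalization (0.0875) and length removed (0.0730). With 1 library left out, scores ranged from -0.334 to -0.232 (base excision repair), -0.333 to -0.235 (hedgehog signaling), 0.123 to 0.242 (mismatch repair), -0.212 to -0.120 (myogenesis) and -0.0818 to 0.0470 (homologous recombination). For myogenesis and hedgehog signaling, 27 and 17 members instead of 47 and 20 were tested with a trend removed. The cause was not tested.

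Beyond these, 35 other results changed, 13 weaker and 22 stronger, and none reversed. Depth limits what can be said of genes near the floor of 0.212 to 0.267 CPM.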

Other observations

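The counts over splits were planned beforehand, and all other tests in this part were chosen only after the results were seen. For the 9849 genes at an adjusted p under 0.05, 1 of the 35 splits of the 8 libraries, the real one, gave as many, and the largest count among the other splits was 4. For the 1003 genes changed by at least 1 on the log2 scale it was 1 of 35 as well, with 0 in every other split, and for the 14063 genes at the threshold of 0.3 it was 1 of 35, with at most 9 elsewhere. For the 12 gene lists past camera, 2 of the 35 splits gave as many, and the other splits had a median of 5. The split that matched exchanged low glucose replicate 1 for high glucose replicate 1 and gave 0 genes at an adjusted p under 0.05. It keeps 3 libraries of each glucose group together, so part of the glucose difference remains in it. The 18 splits with 2 libraries of each group on either side hold no such difference, and camera passed a median of 4 and at most 5 lists there, so with its preset correlation it also passed lists on differences between replicates.

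The ribosomal protein list, of short transcripts, was lower at high glucose, and the length trend as fitted is argued against as the whole reason. With the length trend of each library removed, the mean log2 change was -0.27 and the list still passed (adjusted p = 1.7e-07, against 1.8e-17 to 0.806 over the alternatives, the last with an estimated correlation). High glucose replicate 1, however, had a ribosomal protein score of 0.545, below the low glucose range of 0.561 to 0.827 but far from the other high glucose libraries at -1.25 to -0.794. With the length trend removed it was at 0.388, against 0.440 to 0.733 at low glucose and -1.03 to -0.707 in the other 3. The trend as fitted therefore does not account for its position. It was fitted over all genes of at least 1 CPM. The correlation of this library with length was stronger over genes of at least 100 CPM (-0.79) than of at least 5 CPM (-0.65). The fit may thus correct abundant genes too little, and length is not excluded for this library. The list mean was -0.46 without that library, and what set the replicate 1 score apart stays open.

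Transcript length is argued against as the reason for the higher proliferation list as well, whose mean log2 change was 0.62 with the length trend removed and 0.55 without that step. All 4 high glucose scores were above all 4 low glucose scores in both cases. The study found no rise of proliferation by high glucose in culture. The direction of the transcripts here differs from that finding, and the cells behind the libraries were not counted. More cycling cells may account for the list, although the assay of the study found no such rise. This was not tested in the cells behind the libraries, and 0.62 speaks only to the length trend.

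The list of genes lower in other lines and xenografts was higher here on average, but not in high glucose replicate 1, whose score of -0.656 was below all 4 low glucose scores of -0.328 to -0.223 (exact p = 0.143). With the length trend removed that score was -0.210, against -0.325 to -0.245. Members shared with the proliferation and DNA replication lists are argued against as the reason: without these 9, the rest of the list had a mean log2 change of 0.15 (adjusted p = 5.3e-04, and 0.00790 with the length trend removed).

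Collagen genes were examined because COL3A1, among the most abundant genes, was seen to fall, so these genes were chosen after their values were seen. COL3A1 was at 17321 ± 289 CPM (SD, n = 4) at low and 5681 ± 165 CPM at high glucose, COL1A1 at 2145 ± 98.2 and 861 ± 74.8 CPM, COL4A1 at 2308 ± 81.6 and 1102 ± 78.8 CPM, and SPARC, which is not a collagen, at 21705 ± 278 and 12226 ± 406 CPM. Of 23 collagen genes of at least 5 CPM, 19 were lower at high glucose, 17 of them at an adjusted p under 0.05, and 4 were higher. The same numbers were lower and higher under each of the 3 other scalings, with means of -0.62 to -0.53. Without COL3A1 the mean log2 change was -0.60, so the fall was not limited to that gene. COL1A2 and COL5A2 are also members of the EMT list, so the lower EMT and collagen lists are not independent results.

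Several technical explanations of the lower collagen genes are argued against. The mean log2 change was -0.65 with the length trend removed and -0.54 with the GC trend removed, and the list passed camera in both cases. Of the 17 genes called lower, 0 share 10% or more of their transcript with another gene. With the 10 most abundant genes of each library left out of its total, the collagen genes outside those 10 changed by -0.61 on average. A fall of collagen transcripts at high glucose is a hypothesis, found and tested on the same data. An effect of osmolarity or of culture density stays open and untested, since the labels give no value that separates these from glucose.

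TXNIP and ARRDC4, both known to respond to glucose, behaved differently here, with log2 changes of -0.18 (adjusted p = 0.275) and 1.12 (adjusted p = 2.6e-04). HSPA5, chosen after its values were seen, was at 810 ± 23.8 CPM at low and 810 ± 44.6 CPM at high glucose.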
